# Mapping the Anti-Cancer Activity of α-Connexin Carboxyl-Terminal (aCT1) Peptide in Resistant HER2+ Breast Cancer

**DOI:** 10.3390/cancers16020423

**Published:** 2024-01-19

**Authors:** Kimberly M. Baker, Melissa Abt, Emma H. Doud, Adrian L. Oblak, Elizabeth S. Yeh

**Keywords:** connexin 43, breast cancer, HER2, gap junction

## Abstract

**Simple Summary:**

Breast cancer is a leading cause of death for women worldwide. This study aims to examine the mechanisms for the anti-cancer effects of a therapeutic peptide agent targeted to connexin 43 (Cx43) called alpha-connexin carboxyl-terminal peptide (aCT1). Findings from this study confirm that aCT1 promotes gap junction intercellular communication and Cx43 protein stabilization and that the peptide binds to Zonal Occludens-1 (ZO-1), consistent with prior reports on the mechanism of action of this agent. New findings from this study identify novel aCT1-interacting proteins and the effect of aCT1 on breast cancer signaling.

**Abstract:**

Connexin 43 (Cx43) is a protein encoded by the *GJA1* gene and is a component of cell membrane structures called gap junctions, which facilitate intercellular communication. Prior evidence indicates that elevated *GJA1* expression in the HER2-positive (HER2+) subtype of breast cancer is associated with poor prognosis. Prior evidence also suggests that HER2+ breast cancers that have become refractory to HER2-targeted agents have a loss of Cx43 gap junction intercellular communication (GJIC). In this study, a Cx43-targeted agent called alpha-connexin carboxyl-terminal peptide (aCT1) is examined to determine whether GJIC can be rescued in refractory HER2+ breast cancer cells. A proposed mechanism of action for aCT1 is binding to the tight junction protein Zonal Occludens-1 (ZO-1). However, the true scope of activity for aCT1 has not been explored. In this study, mass spectrometry proteomic analysis is used to determine the breadth of aCT1-interacting proteins. The NanoString nCounter Breast Cancer 360 panel is also used to examine the effect of aCT1 on cancer signaling in HER2+ breast cancer cells. Findings from this study show a dynamic range of binding partners for aCT1, many of which regulate gene expression and RNA biology. nCounter analysis shows that a number of pathways are significantly impacted by aCT1, including upregulation of apoptotic factors, leading to the prediction and demonstration that aCT1 can boost the cell death effects of cisplatin and lapatinib in HER2+ breast cancer cells that have become resistant to HER2-targeted agents.

## 1. Introduction

Gap junctions are membrane channels composed of six connexin proteins. The role of gap junctions is to connect adjoining cells allowing for intercellular communication through the exchange of ions, second messengers, and small metabolites (generally < 1 kDa in size). Connexins are transmembrane proteins that contain extracellular and cytoplasmic tails and loops. Each cell connected by a gap junction contains a six-protein channel with a pair of these channels composing the gap junction. The human genome encodes for 21 connexin genes.

Connexin 43 (Cx43) is one of the most well-studied connexin proteins and has been studied in a variety of human tissues and diseases [1,2,3,4,5,6,7,8,9]. We and others have studied the role of Cx43 in breast cancer [10,11,12,13,14,15,16,17,18,19,20,21,22,23,24,25,26]. Prior studies suggest that, in tumors, Cx43 expression can be either decreased or increased and that Cx43’s localization can shift intracellularly from the cell membrane [19,22,27,28,29,30,31,32]. Maintaining gap junction intercellular communication (GJIC) by keeping Cx43 within gap junction plaques in breast cancer cells has been suggested to elicit a “bystander” effect [33,34,35,36]. Under this paradigm, promoting GJIC would result in an amplification of therapeutic responses [37,38]. However, the development and evaluation of Cx43-targeted agents in breast and other cancers is complicated because Cx43 appears to have both canonical gap junction roles as well as non-canonical intracellular roles [4,39]. Furthermore, findings suggest that gap junctions could play a role in the establishment of metastatic colonies in tissues where tumor cells have disseminated [23,40].

There are a number of connexin-based therapeutics in various phases of development for the treatment of diseases including breast cancer [41,42,43]. α-connexin carboxyl-terminal (aCT1) is a therapeutic peptide modeled on the sequence of the C-terminal tail of Cx43. Application of aCT1 was shown to increase gap junction size and GJIC [12,44]. Prior work shows the anti-cancer effects of aCT1 in the brain, melanoma, and breast cancer [12,45,46]. These reports suggest that aCT1 may have anti-cancer effects of its own and is quite effective at boosting the impact of other anti-cancer agents when added in combination, consistent with the concept of the bystander effect. We and others have made prior observations that the upregulation of Cx43 in HER2-positive (HER2+) breast cancer correlates with poorer outcomes [9,21]. Our previous findings have also shown that refractory HER2+ breast cancer cells downregulate Cx43-mediated GJIC [21]. In this study, we examine the mechanisms by which aCT1 exerts its anti-cancer properties by conducting proteomic and genomic analyses of resistant HER2+ breast cancer cells treated with aCT1. 

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

Biotinylated α-connexin carboxyl-terminal (aCT1) peptide was purchased from AmbioPharm Inc. (North Augusta, SC, USA) and was reconstituted in 1X PBS (Corning, Corning, NY, USA), as previously described [12]. The aCT1 peptide corresponds to a short sequence at the Cx43 C-terminus linked to an antennapedia internalization sequence. Lapatinib was purchased from LC Laboratories (Woburn, MA, USA) and reconstituted in DMSO. Cisplatin, purchased from Selleck Chemicals LLC (Houston, TX, USA), was reconstituted in distilled PBS. All reagents were aliquoted and stored at −80 °C. Cycloheximide was purchased from Acros Organic (Thermo Scientific Chemicals, Waltham, MA, USA). Antibodies: Cx43 (C6219 and MAB3067, Millipore Sigma, St. Louis, MO, USA); β-tubulin (sc-55529, Santa Cruz Biotechnology, Dallas, TX, USA); ZO-1 (8193, Cell Signaling Technology, Danvers, MA, USA).

### 2.2. Cell Culture

JIMT-1 cells obtained from AddexBio (San Diego, CA, USA) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Corning, Corning, NY, USA) supplemented with 10% heat-inactivated fetal bovine serum (Gibco, Waltham, MA, USA), 1% L-glutamine, and 1% penicillin/streptomycin (Corning, Corning, NY, USA). Cells were maintained in a 37 °C humidified incubator with 5% CO_2_.

### 2.3. Parachute Assay

JIMT-1 acceptor cells were plated in 96-well plates at a density of 20,000 cells per well and additional JIMT-1 donor cells were plated in 10 cm plates. The next day, both the acceptor and donor cells were treated with either vehicle (PBS) or 250 µM aCT1. On the third day, the donor JIMT-1 cells were loaded with calcein AM (BD Biosciences, Bedford, MA, USA) or vehicle, treated in serum-free DMEM for 30 min, and then counted using a LUNA-FL dual fluorescence cell counter (Logos Biosystems, Annandale, VA, USA). Five thousand calcein AM-loaded donor cells or vehicle donor cells were added to the adherent acceptor cells in the 96-well plates and incubated for 6 h. Cells were then trypsinized and counted using a LUNA-FL cell counter. N = 3 independent experiments with at least 8 replicates per treatment.

### 2.4. Cell Death Assay

JIMT-1 cells were plated in 96-well plates at a density of 20,000 cells per well and treated the following day with 250 µM aCT1 or PBS for 24 h prior to analysis by trypan blue exclusion and cell counting using a LUNA-FL cell counter. N = 3 independent experiments with at least 8 replicates per treatment.

### 2.5. Proteomic Analysis

Total protein was isolated from JIMT-1 cells treated with 100 µM aCT1 or PBS for 4 h using lysis buffer containing 50 mM Tris pH7.5, 150 mM NaCl, 1 mM EDTA, and 15 Triton X-100. Lysate was cleared by centrifugation and then normalized to 10 mg per sample. Streptavidin matrix (Thermo Scientific, Waltham, MA, USA) was added to the lysate and samples were incubated at 4 °C overnight. Streptavidin–biotin–aCT1 pulldown was then washed in lysis buffer and PBS prior to proteomic analysis. 

#### 2.5.1. Sample Preparation

A total of 6 on-bead samples (n = 3 of CTL JIMT and n = 3 of ACT1 JIMT) were submitted to the IUSM Center for proteome analysis where proteins were denatured in 8 M urea and 100 mM Tris-HCl, pH 8.5, and reduced with 5 mM tris(2-carboxyethyl)phosphine hydrochloride (TCEPSigma-Aldrich, St. Louis, MO, USA, Cat No: C4706) for 30 min at room temperature. Samples were then alkylated with 10 mM chloroacetamide (CAA, Sigma Aldrich Cat No: C0267) for 30 min at room temperature in the dark, prior to dilution with 50 mM Tris-HCl, pH 8.5, to a final urea concentration of 2 M for trypsin/Lys-C-based overnight protein digestion at 37 °C (0.5 µg protease, mass spectrometry grade, Promega Corporation, Madison, WI, USA, Cat No: V5072). Digestions were acidified with trifluoroacetic acid (TFA, 0.5% *v*/*v*) and desalted on Pierce C18 spin columns (Thermo Fisher, Waltham, MA, USA, Cat No: 89870) with a wash of 0.5% TFA followed by elution in 70% acetonitrile 0.1% formic acid (FA).

#### 2.5.2. Nano-LC-MS/MS 

Mass spectrometry was performed utilizing an EASY-nLC 1200 HPLC system (SCR: 014993, Thermo Fisher Scientific) coupled to an Exploris 480™ mass spectrometer with a FAIMSpro interface (Thermo Fisher Scientific). One-fifth of each fraction was loaded onto a 25 cm IonOpticks-TS column (Ionopticks Aurora Ultimate TS 25 cm) at 350 nL/min. The gradient was held at 5% B for 5 min (mobile phases A: 0.1% formic acid (FA), water; B: 0.1% FA, 80% acetonitrile (Thermo Fisher Scientific Cat No: LS122500)), then increased from 4 to 30% B over 98 min, 30 to 80% B over 10 min, held at 80% for 2 min, and dropped from 80 to 4% B over the final 5 min. The mass spectrometer was operated in positive ion mode, default charge state of 2, advanced peak determination on, and lock mass of 445.12003. Three FAIMS CVs were utilized (−40 CV; −55 CV; −70 CV), each with a cycle time of 1.3 s and with identical MS and MS2 parameters. Precursor scans (*m*/*z* 375–1500) were performed with an orbitrap resolution of 120,000, RF lens% 40, automatic maximum inject time, standard AGC target, minimum MS2 intensity threshold of 5 × 10^3^, MIPS mode to peptide, including charges of 2 to 7 for fragmentation with 30 sec dynamic exclusion. MS2 scans were performed with a quadrupole isolation window of 1.6 *m*/*z*, 30% HCD CE, 15,000 resolution, standard AGC target, automatic maximum IT, and fixed first mass of 110 *m*/*z*. 

#### 2.5.3. Mass Spectrometry Data Analysis

Resulting RAW files were analyzed in Proteome Discover™ 2.5 (Thermo Fisher Scientific) with a Homo sapiens reference proteome FASTA (downloaded from Uniprot 13 May 2022, 78,806 entries) plus common contaminants (73 entries) [47]. Default Minora Feature selection settings were used. SEQUEST HT searches were conducted with a maximum number of 3 missed cleavages, a precursor mass tolerance of 10 ppm, and a fragment mass tolerance of 0.02 Da. Static modifications used for the search were carbamidomethylation on cysteine (C). Dynamic modifications included oxidation of methionine (M), and acetylation, methionine loss, or methionine loss plus acetylation on protein N-termini. Percolator False Discovery Rate was set to a strict peptide spectral match FDR setting of 0.01 and a relaxed setting of 0.05. In the consensus workflow, the default feature mapper settings of a maximum RT shift of 10 min and a minimum S/N threshold of 5 were used. Precursor ion quantification settings use unique razor peptides for quantification, base precurson ion abundance for intensity, and no normalization of scaling. For Quant rollup and hypothesis testing, summed abundances were used with pairwise ratio-based calculations and no imputation. The resulting abundance values for each sample, abundance ratio and log2(abundance ratio) values, and respective *p*-values from Proteome Discover™ were exported to Microsoft Excel (version 2308).

### 2.6. Gene Expression Analysis

Total RNA was isolated from JIMT-1 cells treated with 250 µM aCT1 or PBS for 24 h using the GeneJet RNA isolation kit (Thermo Fisher Scientific, Waltham, MA, USA). Gene expression was analyzed using the Breast Cancer 360™ Panel, composed of 758 genes relevant to breast cancer biology and 18 housekeeping genes, on the nCounter platform (NanoString Technologies, Seattle, WA, USA) as described by the manufacturer. NanoString nSolver 4.0 software was used for the analysis of gene expression values, which were normalized using the housekeeping genes and log2 transformed. The software incorporates the R statistics program. N = 3 control or aCT1-treated samples per group were analyzed.

### 2.7. Mammosphere Assay

JIMT-1 cells were plated in low-adhesion 96-well plates (BrandTech Scientific Inc., Essex, CT, USA) at a density of 500 cells per well in serum-free DMEM/Ham’s F-12 50/50 medium with L-glutamine (Corning, Corning, NY, USA) supplemented with 1× B27 (Gibco, Waltham, MA, USA), 20 ng/mL basic fibroblast growth factor (Gibco, Waltham, MA, USA), 20 ng/mL epidermal growth factor (Sigma-Aldrich, Inc., St. Louis, MO, USA), and 2 µg/mL heparin (StemCell Technologies Inc., Vancouver, BC, Canada). On the day of plating, cells were treated with either vehicle (PBS), lapatinib (100 nM), aCT1 (50 µM), cisplatin (500 nM), a combination of aCT1 and lapatinib, or a combination of aCT1 and cisplatin. After 14 days, the number of spheres with a diameter ≥50 μm was counted using a TCM 400 inverted light microscope (Labomed, Fremont, CA, USA) at 40× magnification. N ≥ 3 independent experiments with at least 8 replicates per treatment.

### 2.8. Statistical Analysis

GraphPad Prism software (version 8) was used for statistical analysis. Data were expressed as the mean ± standard error (SE) where n = number of independent experiments. Statistical differences among the groups were analyzed using either Student’s *t*-test for comparisons between two groups or one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparisons test. A statistically significant difference was set at *p* < 0.05. (* *p* <0.05, ** *p* ≤ 0.01, *** *p* ≤0.001, **** *p* ≤ 0.0001, ns = not significant).

## 3. Results

### 3.1. aCT1 Promotes Gap Junction Intercellular Communication in Refractory HER2+ Breast Cancer Cells

Prior work determined that HER2+ breast cancer cells that have become resistant to HER2-targeted agents have reduced Cx43-mediated GJIC [21]. Therefore, we aimed to determine whether we could reestablish Cx43-mediated GJIC using the Cx43-targeted agent aCT1. To evaluate the effects of aCT1 in this context, we performed a cell-coupling assay (Figure 1A) using the JIMT-1 cell line, which is a HER2+ breast cancer cell line that was isolated from a patient that had developed resistance to trastuzumab (aka Herceptin) [48]. Cells were treated with PBS (CTL) or aCT1 and assessed for coupling. aCT1-treated cells showed increased coupling, suggesting that GJIC was restored (Figure 1B).

### 3.2. Reestablishment of Gap Junction Intercellular Communication by aCT1 Promotes Cx43 Protein Stabilization

A number of reports have indicated that the half-life of Cx43 is within a range of <4 h (hrs) [49,50,51,52,53,54,55]. However, the stability of Cx43 appears to be extended by being within the gap junction plaque structure [56]. These reported observations prompted us to investigate whether the increased GJIC we observed upon aCT1 treatment would lead to increased Cx43 protein stabilization. We treated JIMT-1 cells with PBS or aCT1 for up to 4 h in the presence of the protein synthesis inhibitor cycloheximide to look at protein degradation. We then evaluated the levels of Cx43 protein expression by Western blotting and saw that aCT1 treatment prevented Cx43 degradation, whereas Cx43 levels declined in the absence of aCT1 (Figure 2A). Cells treated with aCT1 and cycloheximide had higher levels of Cx43 than CTL cells treated with cycloheximide (Figure 2B).

### 3.3. Proteomic Analysis of Proteins that Bind to aCT1

The aCT1 sequence is modeled after the C-terminal sequence of Cx43, which is reported to interact with the tight junction protein ZO-1 [57,58,59]. The reported mechanism of action for aCT1 leading to increased GJIC is binding to ZO-1, thereby physically impairing ZO-1 from preventing gap junction accretion [44]. Additionally, the c-terminus of Cx43 is known to interact with a large number of proteins including src, caveolin, β-catenin, p120-catenin, and tubulin [8,60,61,62]. Therefore, we wanted to assess interacting partners of aCT1 specifically in JIMT-1, resistant HER2+ breast cancer cells. We treated cells with PBS or aCT1 for 4 h and 24 h. Since aCT1 is biotin-tagged, we then pulled down aCT1 using a streptavidin matrix. Coomassie staining to assess for proteins bound to aCT1 showed a large number of proteins present in the 4 h sample but not in the 24 h sample, which resembled the no-peptide control samples (Figure 3A). Although peptide therapeutics are quite promising (currently >80 FDA-approved peptide-based therapies), a major challenge is that peptides have poor stability [63,64]. Consistent with this concept and the reported half-life of Cx43, aCT1 was not detected in the 24 h samples.

To identify proteins bound to aCT1, we submitted aCT1 pulldown samples generated from JIMT-1 cells treated for 4 h for sequencing at the Indiana University School of Medicine Center for Proteome Analysis. To confirm the validity of our assay, we assessed the aCT1 pulldown samples for binding to ZO-1 and confirmed that aCT1 binds ZO-1 by Western blot (Figure 3B). Overall, the proteomic analysis identified >2500 proteins, and 354 of those proteins were bound to aCT1 with high confidence (*p*-value < 0.0001; Supplemental File S1). We also confirmed the presence of ZO-1 bound to aCT1 in our proteomics data. Caveolin, β-catenin, p120-catenin, and tubulin were also among the >2500 proteins identified.

Because the mechanism of action for aCT1 is that it binds to ZO-1 and other proteins that would normally bind to the C-terminus of Cx43, we assessed the potential consequences of the aCT1 binding partners by performing pathway analysis using the STRING protein–protein interaction network tool (string-db.org; accessed on 26 October 2023) to examine the proteins significantly bound to aCT1 compared to CTL [8]. Here, we report the top pathways identified (Table 1). The full analysis can be found in Supplementary File S2. The results from Gene Ontology (GO) Biological Process, GO Biological Function, KEGG, and Reactome analysis indicated that proteins bound to aCT1 are involved in gene expression, RNA binding, ribosome, and RNA metabolism, respectively (Table 1). Gene Ontology (GO) Biological Process analysis suggests that the proteins we identified that bound to aCT1 are involved in gene expression. This finding is consistent with prior reports that implicate Cx43 as having gene expression regulatory functions [4,65,66]. In particular, Cx43 was found to directly interact with a basic transcription factor 3 (BTF3) to directly regulate transcription of the gene that encodes for N-cadherin, CDH2 [66]. aCT1 bound to BTF3 in our analysis, consistent with these prior findings (Supplemental File S1).

### 3.4. aCT1 Impacts Gene Expression

To further assess the ability of aCT1 to alter gene expression, we performed an analysis to determine whether breast cancer signaling pathways are altered in response to aCT1 treatment. Here, we assessed JIMT-1 cells treated with PBS or aCT1 using the NanoString nCounter Breast Cancer 360 panel. Although our data suggest that aCT1 stability is limited beyond 4 h, we were interested to observe if any longer-term effects could be seen in response to peptide treatment. Therefore, we collected JIMT-1 cells after 24 h of aCT1 treatment and analyzed the RNA using the nCounter technology. 

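JIMT-1 is an established human HER2+ breast cancer cell line. RNA from 3 CTL samples treated with PBS and 3 samples treated with 250 µM aCT1 for 24 h was hybridized to barcoded probes, which the nCounter instrument counts one by one without amplification or alignment. The authors normalized the counts to housekeeping genes in nSolver and deposited a table of 758 genes as linear normalized counts and as their log2 values. All 758 gene names matched a gene in the RefSeq annotation of GRCh38.p14, which was used for names alone. Within each sample, every deposited linear value was a whole multiple of a single factor (100% of values, none farther than 5.23e-06 from a whole number), so the counts before normalization could be recovered. The recovered totals were 1494919, 1481260 and 1445341 counts in the CTL samples and 1454340, 1489467 and 1437572 counts in the aCT1 samples. Between samples of the same group, the recovered counts differed by more than counting noise, with a chi-square per degree of freedom of 1.98 to 4.46 over 6 pairs, and no pair was within counting noise. Supplementary File S3 holds statistics for 459 of the 758 genes. The mean normalized count of the other 299 genes was at most 37.3, with a median of 16.7, and the comparisons used the 459 listed genes. Each gene was fitted on the log2 scale with limma's moderated test, aCT1 against CTL, with two-sided p-values. Choices that could change the numbers are the normalization, the handling of background counts in genes with few counts, and whether the variance of each gene is moderated.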

Using a *p*-value cutoff of *p* < 0.05 as significant, we found that 52 of the ~700 genes represented in the panel were significantly altered 24 h after aCT1 treatment (Supplemental File S3 and Figure 4A). nCounter analysis includes 23 different breast cancer-related pathways with specific genes that have been curated to represent those pathways. 

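In the limma fit of the 459 genes, 52 genes had an unadjusted p under 0.05, of which 36 were higher and 16 were lower in the aCT1 samples. At that threshold, 22.95 of 459 genes would be called by chance. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05, and the smallest adjusted p from limma was 0.246, for IL20RB. The differences were small, with a median absolute log2 fold change of 0.14 among the 52 genes, a change of 9.87%. The 3 aCT1 values lay on one side of the 3 CTL values in 82 of the 459 genes, or 17.9%, where chance gives 10%. The largest rise among the 52 genes with such separation was that of TGFB2, from 243 ± 16.4 normalized counts in CTL (SD, n = 3) to 302 ± 11.8 in aCT1 (SD, n = 3), a log2 fold change of 0.32 (standard error 0.059, limma adjusted p = 0.257). IL20RB rose by 0.31 on the log2 scale, MMP11 by 0.30 and FREM2 by 0.26. The largest falls were those of INHBA, with a log2 fold change of -0.24, FGF1 with -0.21, SFRP1 with -0.19 and ICAM1 with -0.18. MMP11, INHBA and FGF1 have few counts, and edgeR's quasi-likelihood test on the recovered counts gave them adjusted p-values over all genes of the table of 0.675, 0.700 and 0.782. SFRP1, among the largest falls, had an adjusted p of 0.0112 with edgeR over the 459 genes and 0.0798 over all genes of the table. With a variance trend, limma gave SFRP1 an adjusted p of 0.0139 over the 459 genes. Of the genes with p under 0.05 in limma, 38 are among the 51 that Supplementary File S3 lists at p under 0.05 by the paper's own statistics, and the paper's Benjamini-Yekutieli p is 1 for every gene. The number of genes with an unadjusted p under 0.05 moved most when CTL replicate 1 was left out, to 35.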

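The directed score of a pathway is the signed square root of the mean of sign(t) times t squared over its genes, with t taken here from a linear model per gene without moderation. The gene lists of the 23 pathways came from Supplementary File S3 and hold between 1 and 128 genes each. Comparing aCT1 with CTL, 19 pathways had a score above 0 and 4 had a score below 0. Under quantile normalization, the alternative that moved this most, 9 pathways had a score above 0. In the other 9 splits of the 6 samples into 3 and 3, the number of pathways with a score above 0 ranged from 2 to 18. In 1 of them 21 pathways lay on the same side of 0, so an uneven division of the pathways is within what other splits of these samples give. When the genes with p under 0.05 were tested for over-representation with Fisher's exact test against the 459 genes, 0 of the 23 pathways had an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. That pathway was Adhesion and Migration, with 10 of its 43 genes among them (Fisher's exact p 0.0148, adjusted 0.340).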

Directed differential expression analysis comparing aCT1 vs. a baseline of non-aCT1-treated CTL cells showed that aCT1-treated cells had upregulated genes in seventeen of those pathways and downregulated genes in six (Figure 4B). We also analyzed the 52 altered genes using STRING and found that the results from GO Biological Process, GO Biological Function, KEGG, and Reactome analysis indicated that aCT1-altered genes were involved in the cell cycle, protein binding, cancer pathways, and cell junction organization, respectively (Table 2 and Supplemental File S4). 

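The term cell cycle process of Table 2 was not seen in Supplementary File S4 as available here, so related terms were used. Among the STRING terms of that file, the biological process mitotic cell cycle holds 15 of the altered genes. In the deposited values, 11 of these 15 genes were higher in aCT1 and 4 were lower, and 9 had an unadjusted p under 0.05 in limma. Their median absolute log2 fold change was 0.089. The term regulation of cell cycle holds 18 genes, of which 14 were higher and 4 were lower, and 10 had an unadjusted p under 0.05 in limma. The molecular function protein binding holds 39 genes, of which 25 were higher and 14 were lower in aCT1, and 27 had an unadjusted p under 0.05 in limma. The median absolute log2 fold change of the 39 genes was 0.11. The genes of these terms were selected by the paper for their p-values, so the counts describe direction and size and are not a test of the terms.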

Of note, the top two upregulated pathways in the nCounter analysis from aCT1-treated samples are epigenetic regulation and apoptosis, and the top pathway that showed decreased expression was adhesion and migration (Figure 4B).

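Epigenetic Regulation (16 genes) had the highest directed score of the 23 pathways, 2.29, and Apoptosis (5 genes) the next, 2.11. Adhesion and Migration (43 genes) had the lowest score, -0.786. A score as large in absolute value was found in 3 of the 10 splits of the 6 samples for Epigenetic Regulation (exact permutation p = 0.3), in 1 of 10 for Apoptosis (exact permutation p = 0.1, the smallest that 3 samples against 3 allow) and in 4 of 10 for Adhesion and Migration (exact permutation p = 0.4). In Epigenetic Regulation, 11 genes were higher and 5 lower in aCT1. Its smallest p-values belonged to HDAC10, with a log2 fold change of 0.20, HDAC6 with 0.17 and HDAC11 with 0.23, and limma's adjusted p was 0.257, 0.283 and 0.394. In Adhesion and Migration, 24 genes were higher and 19 lower. Of its genes with an unadjusted p under 0.05 in limma, 5 were higher and 5 lower. LAMB3 fell by 0.12 on the log2 scale and KRT7 rose by 0.12. With one aCT1 sample left out, the Adhesion and Migration score changed sign, to 1.17 without replicate 1 and to 0.327 without replicate 3. The score was farther below 0 with median centring (-2.90), quantile normalization (-1.88) and the replicate number as a block (-1.45), and without CTL replicate 3 (-2.39).

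**Figure D1:**
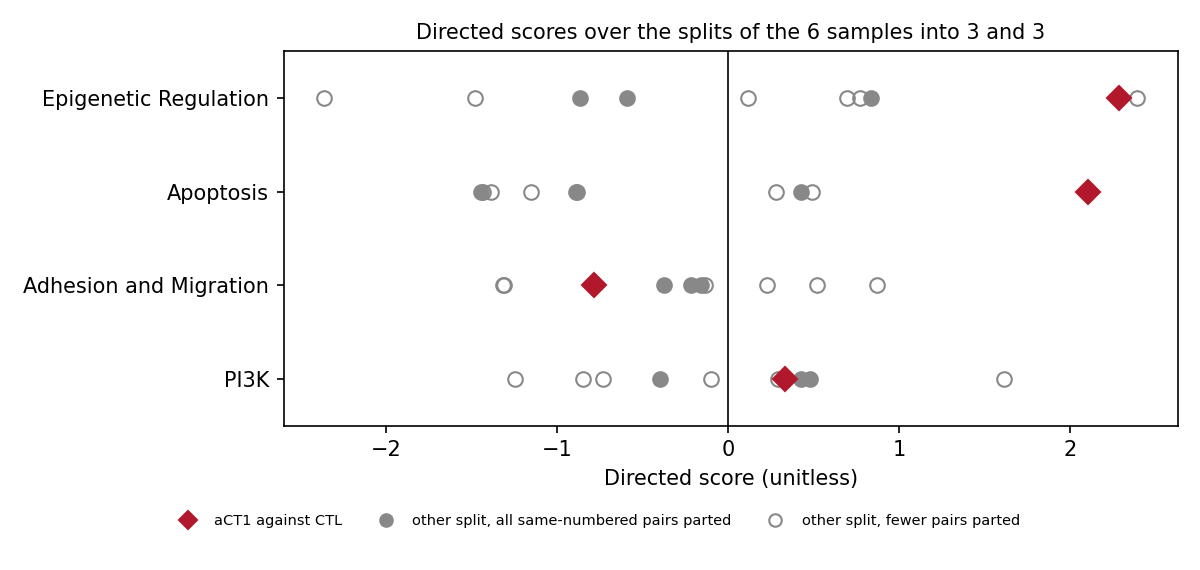
Directed score (horizontal axis, no unit) of 4 pathways. Diamonds are aCT1 against CTL, filled circles are the splits of the 6 samples that part all 3 same-numbered pairs, and open circles are the splits that part fewer. The Apoptosis diamond, at 2.11, lies outside all its circles, and the diamonds of the other 3 pathways lie within the range of theirs.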

Since N-cadherin, which is regulated by the Cx43 binding protein BTF3, regulates adhesion and migration, we looked for the expression levels of CDH2, which encodes for N-cadherin within our gene expression data. 

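CDH2, which encodes N-cadherin, had 1153 ± 35.4 normalized counts in the CTL samples (SD, n = 3) and 1054 ± 13.4 in the aCT1 samples (SD, n = 3). The log2 fold change was -0.13 (standard error 0.034), with an unadjusted limma p of 0.00879 and an adjusted limma p of 0.325. All 3 aCT1 values were below all 3 CTL values (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). With each sample left out in turn, the log2 fold change lay between -0.15 and -0.11. The paper's value in Supplementary File S3 is -0.134.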

We found that CDH2 is significantly reduced in aCT1-treated samples (Figure 4C). 

To further investigate these findings and the anti-cancer effects of aCT1, we evaluated apoptotic genes that were upregulated by aCT1. We observed that the pro-apoptotic factors BAX and BBC3 (aka PUMA) were significantly upregulated by aCT1 (Figure 4C). 

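BAX had 3698 ± 47.7 normalized counts in the CTL samples (SD, n = 3) and 3886 ± 88.4 in the aCT1 samples (SD, n = 3). Its log2 fold change was 0.071 (standard error 0.031), with an unadjusted limma p of 0.0603 and an adjusted limma p of 0.446. Without moderation of the variance, as in the log-linear model of Supplementary File S3, the unadjusted p of BAX was 0.0304. BBC3 had 267 ± 14.4 normalized counts in CTL (SD, n = 3) and 310.5 ± 21.0 in aCT1 (SD, n = 3), a log2 fold change of 0.22 (standard error 0.064, unadjusted limma p 0.0141, adjusted limma p 0.325). For both genes, every aCT1 value was above every CTL value, which an exact permutation test of 3 against 3 cannot place below p = 0.1. The other genes of the Apoptosis pathway were BCL2L1, AXIN1 and BAD. AXIN1 had a log2 fold change of 0.046 and a limma p of 0.847 after adjustment, and its direction changed when single samples were left out. From the upregulation of PUMA, which the paper relates to sensitization to cisplatin in other cancers, and from reports that restored GJIC resensitizes cells to HER2 inhibitors, the paper reasons that aCT1 should be tested alone and together with cisplatin and lapatinib.

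**Figure D2:**
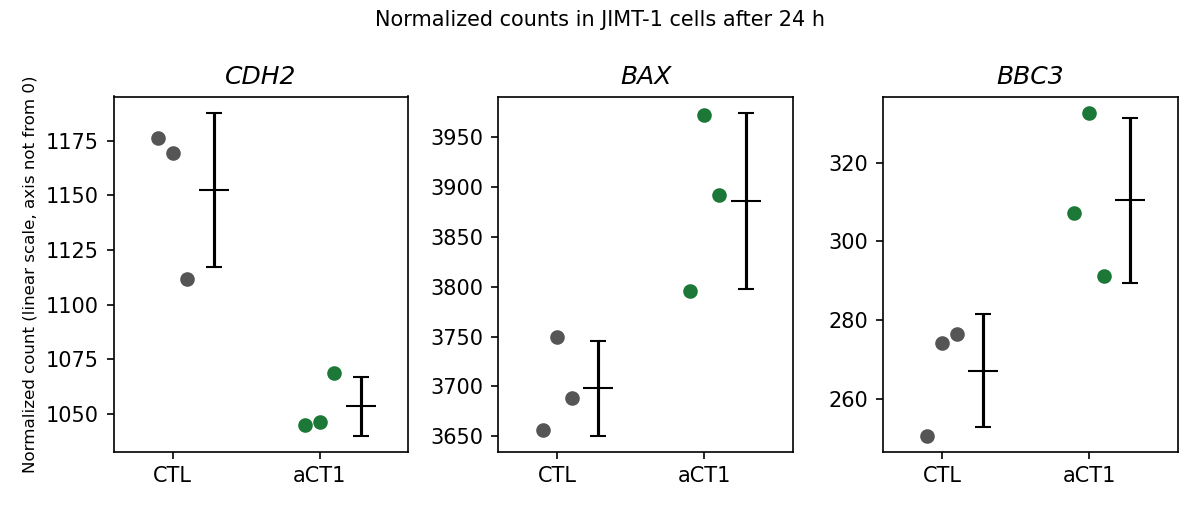
Normalized counts (vertical axes, linear scale, not starting at 0) of CDH2, BAX and BBC3 in the 3 CTL and 3 aCT1 samples. Points are samples, and the bars beside them are the mean and SD of the group. In each panel the 3 aCT1 points lie on one side of the 3 CTL points.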

Prior reports indicate that the reestablishment of GJIC in resistant HER2+ breast cancer cells will resensitize these cells to HER2 inhibitors [21]. Similarly, the upregulation of PUMA promotes the sensitization of cancers, including ovarian and melanoma, to cisplatin [67,68,69]. Therefore, we assessed the ability of aCT1 alone and in combination with lapatinib and cisplatin to impair the tumorigenic properties of the JIMT-1 cells using measurements of cell death and tumorsphere formation. First, we assessed whether aCT1 alone could effectively induce cell death and found that cell death was increased by aCT1 (Figure 5A). We then performed a mammosphere assay as a surrogate for non-adherent tumor cell growth and treated cells with aCT1, lapatinib, or cisplatin alone, or aCT1 in combination with lapatinib or cisplatin. We found that the combination of aCT1 with either agent was significantly more effective at impairing mammosphere growth than any agent alone (Figure 5B).

## 4. Discussion

Numerous studies have evaluated Cx43 in breast cancer or other human cancers but fewer have looked at targeting Cx43 with a targeted agent [39,41]. Only a handful of prior studies evaluated the agent aCT1 for use in cancer [12,46,70]. Prior reports have indicated that the mechanism of action for aCT1 is the binding of ZO-1, leading to gap junction accretion, which promotes GJIC [44]. The predicted consequence of aCT1 application leading to increased GJIC is Cx43 stabilization [56]. In this study, we show for the first time in a resistant HER2+ breast cancer cell line that has lost GJIC that aCT1 reestablished GJIC, leading to Cx43 stabilization. Using proteomic and traditional protein–protein biochemical binding analyses, we also demonstrate that aCT1 directly binds ZO-1. New findings from this study show that aCT1 binds to a wide range of proteins, some of which have been previously identified as Cx43 C-terminal interaction proteins as predicted, but also factors that have potentially not been previously studied in such a capacity. We have highlighted previously reported binding partners of the C-terminus of Cx43 in this study: src, caveolin, β-catenin, p120-catenin, and tubulin. These were identified in our screen. We also noted that there was a report that cyclin E1 and p110β are also binding partners of either the C-terminus of Cx43 or aCT1 [45,71]. We did not identify these factors in our proteomic analysis. However, our genomic analysis showed decreased PI3K signaling, which is consistent with the effect aCT1 would have by binding to p110β. 

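The PI3K pathway of the panel holds 59 genes among those tested, of which 36 were higher and 23 lower in aCT1. Its directed score from the deposited values was 0.336, above 0. A score as large in absolute value was found in 8 of the 10 splits of the 6 samples (exact permutation p = 0.8). The score was -2.02 when each sample was centred on its median and -1.32 under quantile normalization, so the sign of the score differed between scalings. Of the PI3K genes with an unadjusted p under 0.05 in limma, 2 were higher and 4 were lower. ITGA6, LAMB3 and FGF1 had the smallest p-values, and ITGA6 had a log2 fold change of -0.11 (standard error 0.034, limma adjusted p = 0.325). PIK3CB, which encodes p110β, is not among the genes of the deposited table analysed here. CCNE1 had a log2 fold change of 0.012 (standard error 0.027, limma adjusted p = 0.917).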

Canonical signaling places Cx43 at the cell membrane in gap junctions and hemichannels. However, non-canonical functions of Cx43 in relation to its interactome are also reported [8,72,73,74,75]. A prior study in prostate cancer showed that Cx43 elevation was associated with increased metastatic potential of prostate cancer cells. However, application of aCT1 did not have anti-cancer effects and it was suggested by the authors that there may be gap junction-independent (i.e., non-canonical) roles for Cx43 in prostate cancer [76]. Our studies found that aCT1, like the C-terminus of Cx43, binds to a host of proteins, and as expected, a portion of these interacting proteins are pertinent to Cx43 functions at the membrane, while others are important for other cellular functions, most notably gene expression and RNA regulation. Others have reported a direct ability of Cx43 to enter the nucleus and regulate transcription [66,77]. The example that we presented was the regulation of BTF3. Cx43 binds to BTF3 to regulate the transcription of CDH2, which encodes for the N-cadherin protein [66]. aCT1 bound to BTF3 in our proteomic analysis and consistent with this, the gene that encodes N-cadherin, CDH2, was significantly reduced in aCT1-treated samples in our gene expression analysis using the NanoString nCounter Breast Cancer 360 panel. This finding is consistent with the role of Cx43 in promoting N-cadherin expression as a pro-cancer function and with the predicted effect of aCT1 having an anti-cancer effect. Our data show that aCT1 binds to BTF3, presumably impairing its ability to interact with Cx43. As a consequence, we would expect CDH2 expression to also be reduced in aCT1-treated samples, and this is what we observed.

An area of ongoing investigation is Cx43′s role in metastasis. Some findings suggest that gap junctions could play a role in the establishment of metastatic colonies in tissues where tumor cells have disseminated [23,40]. In support of this conjecture, prior studies with aCT1 in cells, rodents, and humans indicate that aCT1 has wound-healing properties [78,79,80,81,82]. However, other studies suggest an anti-angiogenic effect of aCT1 [83] and a pro-metastatic effect of preventing Cx43 GJIC [21].

Like other studies that have reported the anti-cancer effects of aCT1 [45,84], our prior studies have implicated Cx43 as a therapeutic target in HER2+ breast cancer [12,21]. Based on our prior findings, it is predicted that the reestablishment of GJIC in resistant HER2+ breast cancer cells, which are gap junction-deficient, will resensitize cells to HER2-targeted agents. We now show this prediction to be true using a mammophere assay, which acts as a type of in vitro surrogate for tumor growth. Our findings demonstrate that the combination of aCT1 and lapatinib is highly effective at preventing sphere development and growth compared to CTL or single agents on their own. This finding is also consistent with previous studies that report an additive or synergistic effect of aCT1 with other anti-cancer chemotherapeutic agents [12,45,84]. Furthermore, new gene expression data indicates that aCT1 induces the expression of the pro-apoptotic genes BAX and BBC3. This finding is consistent with prior reports and the suggested outcome of BBC3 induction leading to the sensitization of cancer cells to cisplatin [67,68,69], we find that aCT1 combined with cisplatin has a greater effect than either single agent on its own. Taken together, our findings provide a more complete picture of the scope of anti-cancer effects induced by the Cx43-targeted agent, aCT1, painting a picture of how to move forward with implementing a strategy for the use of this agent for HER2+ breast cancers, and perhaps other human cancers. 

## 5. Conclusions

In this study, we examined the mechanisms for the anti-cancer effects of a therapeutic peptide agent targeted to Cx43 called aCT1. Findings from this study confirm that aCT1 promotes gap junction intercellular communication and Cx43 protein stabilization and binds to ZO-1 in resistant HER2+ breast cancer cells. These findings are consistent with prior reports on the mechanism of action of this agent. New findings from this study identify novel aCT1-interacting proteins and the effects of aCT1 on breast cancer signaling. nCounter analysis using the NanoString Breast Cancer 360 panel showed that aCT1 significantly altered apoptosis, leading to improved efficacy of lapatinib and cisplatin in combination with aCT1. 

## Figures and Tables

**Figure 1:**
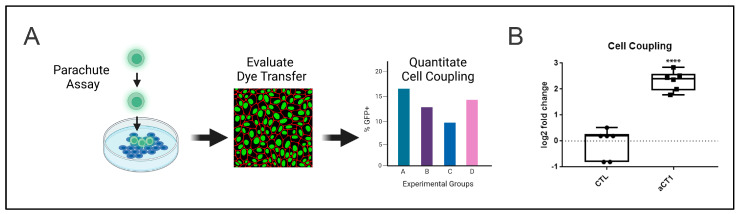
aCT1 promotes gap junction intercellular communication in refractory HER2+ breast cancer cells. (**A**) Parachute assay used to determine cell coupling as a measure of gap junction intercellular communication. Created with Biorender. (**B**) Quantitation of parachute assay from JIMT-1 cells treated with PBS as a control (CTL) or 250 μM aCT1 for 6 hrs. Student’s *t*-test, unpaired with Welch’s correction **** *p* < 0.0001.

**Figure 2:**
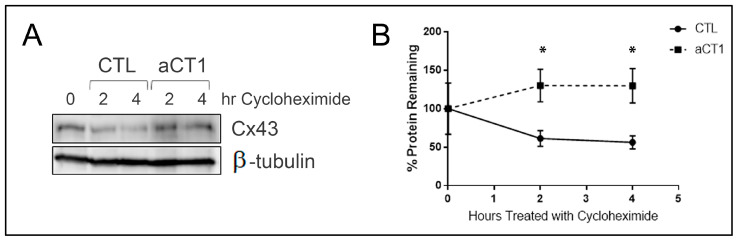
aCT1 stabilizes Cx43 protein. (**A**) Western blot of JIMT-1 cells treated with PBS or 100 μM aCT1 in the presence of cycloheximide. (**B)** Quantitation of Cx43 protein corrected for loading with β-tubulin from n = 3 individual western blots. Student’s *t*-test, unpaired with Welch’s correction * *p* < 0.05. The uncropped blots are shown in Supplementary Materials.

**Figure 3:**
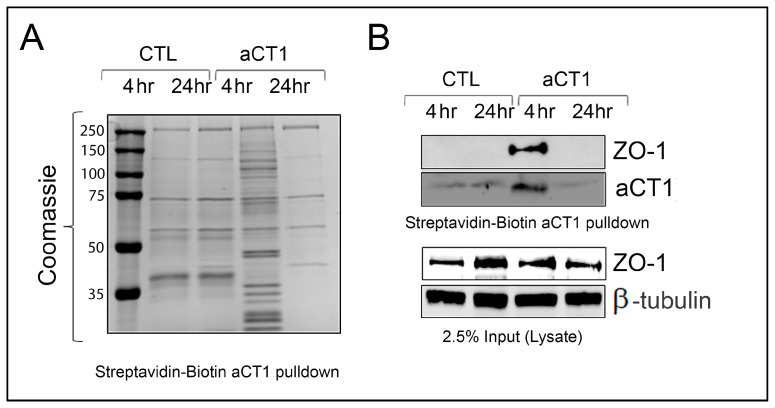
Proteomic analysis of proteins that bind to aCT1. (**A**) Streptavidin matrix was used to pulldown Biotin-tagged aCT1 from JIMT-1 cells treated with peptide for indicated time. Coomassie stained gel showing that after 4 hrs of 100 μM aCT1 treatment, a number of proteins bind to aCT1. (**B**) Western blot analysis showing that aCT1 binds to ZO-1. (Top—pulldown; bottom—input from lysate). The uncropped blots are shown in Supplementary Materials.

**Figure 4:**
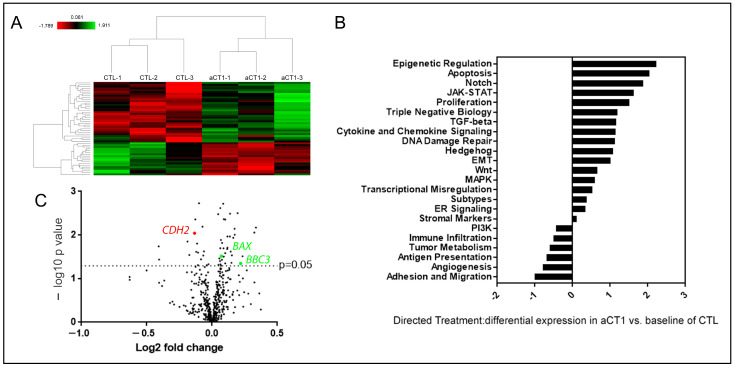
aCT1 impacts gene expression. (**A**) Heat map showing genes that were significantly upregulated (in green) and downregulated (in red) in JIMT-1 cells comparing CTL and aCT1 treatment. (**B**) Directed differential expression analysis of aCT1- vs. CTL- treated JIMT-1 cells and sorted into the pathways represented by the NanoString Breast Cancer 360 nCounter panel. (**C**) Volcano plot of individual genes that were altered in aCT1 vs. CTL treated JIMT-1 cells. Upregulated genes *BAX* and *BBC3* outlined in green and downregulated gene *CDH2* outlined in red. Analysis performed using the nSolver 4.0 software.

**Figure 5:**
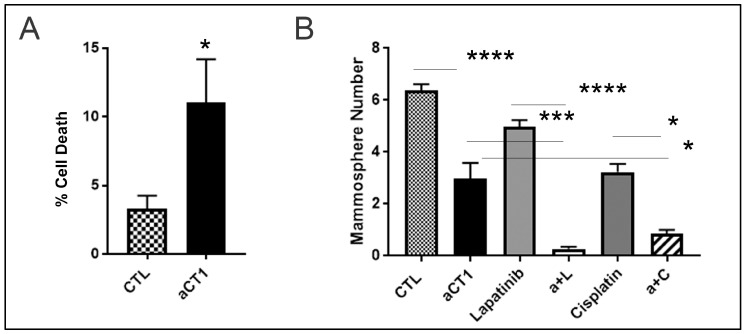
aCT1 promotes cell death. (**A**) JIMT-1 cells treated with PBS as a control (CTL) or 250 μM aCT1 were analyzed in monolayer culture using trypan blue exclusion. Unpaired student’s t-test with Welch’s correction * *p* < 0.05. (**B**) JIMT-1 cells treated with PBS as a CTL, 50 μM aCT1, 100 nM lapatinib, 500 nM of cisplatin, a combination of aCT1 + laptinib (a + L) or aCT1 + cisplatin (a + C) were assessed by mammosphere assay. One-way ANOVA with Tukey’s multiple comparisons. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001.

**Table 1:** Top pathways from pathway analysis examining the proteins significantly bound to aCT1 compared to CTL.

Category	Term Description	Observed	Background	FDR
GO Process	Gene expression (GO:0010467)	111	2101	1.38 × 10^−22^
GO Function	RNA binding (GO:0003723)	107	1672	1.12 × 10^−28^
KEGG	Ribosome (hsa03010)	22	131	6.45 × 10^−12^
Reactome	Metabolism of RNA (HSA-8953854)	58	705	1.46 × 10^−18^

**Table 2:** Pathway analysis of aCT1 altered genes.

Category	Term Description	Observed	Background	FDR
GO Process	Cell cycle process (GO:0022402)	19	976	2.81 × 10^−8^
GO Function	Protein binding (GO:0005515)	39	7026	1.40 × 10^−5^
KEGG	Pathways in cancer (hsa05200)	15	517	1.13 × 10^−9^
Reactome	Cell junction organization (HSA-446728)	7	92	1.41 × 10^−5^

## Data Availability

Raw and processed mass spectrometry data are available through the MassIVE Repository (a ProteomeXchange partner. Accession MSV000093550; Reviewer login information username Reviewer_ MSV000093550; Password: Act1). nCounter data are available at NCBI GEO (GSE250543). Data are also available in Supplemental Files S1–S4.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers16020423/s1, Supplementary File S1: aCT1 proteomic data; Supplementary File S2: aCT1 binding partner STRING pathway analysis.; Supplementary File S3: aCT1 v CTL nCounter; Supplementary File S4: aCT1 nCounter STRING pathway analysis. Uncropped blots for Figure 2 and Figure 3 are also found in supplementary files.

## References

[1] Bonacquisti E.E., Nguyen J. (2019). Connexin 43 (Cx43) in cancer: Implications for therapeutic approaches via gap junctions. Cancer Lett..

[2] Zhang M., Wang Z.Z., Chen N.H. (2023). Connexin 43 Phosphorylation: Implications in Multiple Diseases. Molecules.

[3] Montgomery J., Ghatnekar G.S., Grek C.L., Moyer K.E., Gourdie R.G. (2018). Connexin 43-Based Therapeutics for Dermal Wound Healing. Int. J. Mol. Sci..

[4] Phillips S.L., Williams C.B., Zambrano J.N., Williams C.J., Yeh E.S. (2017). Connexin 43 in the development and progression of breast cancer: What’s the connection? (Review). Int. J. Oncol..

[5] Prakoura N., Kavvadas P., Chadjichristos C.E. (2018). Connexin 43: A New Therapeutic Target Against Chronic Kidney Disease. Cell. Physiol. Biochem. Int. J. Exp. Cell. Physiol. Biochem. Pharmacol..

[6] Andelova K., Egan Benova T., Szeiffova Bacova B., Sykora M., Prado N.J., Diez E.R., Hlivak P., Tribulova N. (2020). Cardiac Connexin-43 Hemichannels and Pannexin1 Channels: Provocative Antiarrhythmic Targets. Int. J. Mol. Sci..

[7] Schulz R., Gorge P.M., Gorbe A., Ferdinandy P., Lampe P.D., Leybaert L. (2015). Connexin 43 is an emerging therapeutic target in ischemia/reperfusion injury, cardioprotection and neuroprotection. Pharmacol. Ther..

[8] Leithe E., Mesnil M., Aasen T. (2017). The connexin 43 C-terminus: A tail of many tales. Biochim. Biophys. Acta.

[9] Busby M., Hallett M.T., Plante I. (2018). The Complex Subtype-Dependent Role of Connexin 43 (GJA1) in Breast Cancer. Int. J. Mol. Sci..

[10] Choudhary M., Naczki C., Chen W., Barlow K.D., Case L.D., Metheny-Barlow L.J. (2015). Tumor-induced loss of mural Connexin 43 gap junction activity promotes endothelial proliferation. BMC Cancer.

[11] Lee S.W., Tomasetto C., Paul D., Keyomarsi K., Sager R. (1992). Transcriptional downregulation of gap-junction proteins blocks junctional communication in human mammary tumor cell lines. J. Cell Biol..

[12] Grek C.L., Rhett J.M., Bruce J.S., Abt M.A., Ghatnekar G.S., Yeh E.S. (2015). Targeting connexin 43 with alpha-connexin carboxyl-terminal (ACT1) peptide enhances the activity of the targeted inhibitors, tamoxifen and lapatinib, in breast cancer: Clinical implication for ACT1. BMC Cancer.

[13] Jiang G., Dong S., Yu M., Han X., Zheng C., Zhu X., Tong X. (2017). Influence of gap junction intercellular communication composed of connexin 43 on the antineoplastic effect of adriamycin in breast cancer cells. Oncol. Lett..

[14] Kanczuga-Koda L., Sulkowski S., Lenczewski A., Koda M., Wincewicz A., Baltaziak M., Sulkowska M. (2006). Increased expression of connexins 26 and 43 in lymph node metastases of breast cancer. J. Clin. Pathol..

[15] Cai J., Jiang W.G., Mansel R.E. (1998). Gap junctional communication and the tyrosine phosphorylation of connexin 43 in interaction between breast cancer and endothelial cells. Int. J. Mol. Med..

[16] Hirschi K.K., Xu C.E., Tsukamoto T., Sager R. (1996). Gap junction genes Cx26 and Cx43 individually suppress the cancer phenotype of human mammary carcinoma cells and restore differentiation potential. Cell Growth Differ. Mol. Biol. J. Am. Assoc. Cancer Res..

[17] Ding Y., Nguyen T.A. (2012). Gap Junction Enhancer Potentiates Cytotoxicity of Cisplatin in Breast Cancer Cells. J. Cancer Sci. Ther..

[18] Monaghan P., Clarke C., Perusinghe N.P., Moss D.W., Chen X.Y., Evans W.H. (1996). Gap junction distribution and connexin expression in human breast. Exp. Cell Res..

[19] Kanczuga-Koda L., Sulkowska M., Koda M., Reszec J., Famulski W., Baltaziak M., Sulkowski S. (2003). Expression of connexin 43 in breast cancer in comparison with mammary dysplasia and the normal mammary gland. Folia Morphol..

[20] Li Z., Zhou Z., Welch D.R., Donahue H.J. (2008). Expressing connexin 43 in breast cancer cells reduces their metastasis to lungs. Clin. Exp. Metastasis.

[21] Yeh E.S., Williams C.J., Williams C.B., Bonilla I.V., Klauber-DeMore N., Phillips S.L. (2017). Dysregulated connexin 43 in HER2-positive drug resistant breast cancer cells enhances proliferation and migration. Oncotarget.

[22] Laird D.W., Fistouris P., Batist G., Alpert L., Huynh H.T., Carystinos G.D., Alaoui-Jamali M.A. (1999). Deficiency of connexin43 gap junctions is an independent marker for breast tumors. Cancer Res..

[23] Plante I., Stewart M.K., Barr K., Allan A.L., Laird D.W. (2011). Cx43 suppresses mammary tumor metastasis to the lung in a Cx43 mutant mouse model of human disease. Oncogene.

[24] McLachlan E., Shao Q., Laird D.W. (2007). Connexins and gap junctions in mammary gland development and breast cancer progression. J. Membr. Biol..

[25] McLachlan E., Shao Q., Wang H.L., Langlois S., Laird D.W. (2006). Connexins act as tumor suppressors in three-dimensional mammary cell organoids by regulating differentiation and angiogenesis. Cancer Res..

[26] Shishido S.N., Delahaye A., Beck A., Nguyen T.A. (2014). The anticancer effect of PQ1 in the MMTV-PyVT mouse model. Int. J. Cancer.

[27] Kanczuga-Koda L., Sulkowski S., Tomaszewski J., Koda M., Sulkowska M., Przystupa W., Golaszewska J., Baltaziak M. (2005). Connexins 26 and 43 correlate with Bak, but not with Bcl-2 protein in breast cancer. Oncol. Rep..

[28] Jamieson S., Going J.J., D’Arcy R., George W.D. (1998). Expression of gap junction proteins connexin 26 and connexin 43 in normal human breast and in breast tumours. J. Pathol..

[29] Wilgenbus K.K., Kirkpatrick C.J., Knuechel R., Willecke K., Traub O. (1992). Expression of Cx26, Cx32 and Cx43 gap junction proteins in normal and neoplastic human tissues. Int. J. Cancer J..

[30] Teleki I., Szasz A.M., Maros M.E., Gyorffy B., Kulka J., Meggyeshazi N., Kiszner G., Balla P., Samu A., Krenacs T. (2014). Correlations of differentially expressed gap junction connexins Cx26, Cx30, Cx32, Cx43 and Cx46 with breast cancer progression and prognosis. PLoS ONE.

[31] Teleki I., Krenacs T., Szasz M.A., Kulka J., Wichmann B., Leo C., Papassotiropoulos B., Riemenschnitter C., Moch H., Varga Z. (2013). The potential prognostic value of connexin 26 and 46 expression in neoadjuvant-treated breast cancer. BMC Cancer.

[32] Stoletov K., Strnadel J., Zardouzian E., Momiyama M., Park F.D., Kelber J.A., Pizzo D.P., Hoffman R., VandenBerg S.R., Klemke R.L. (2013). Role of connexins in metastatic breast cancer and melanoma brain colonization. J. Cell Sci..

[33] Tanaka T., Yamasaki H., Mesnil M. (2001). Stimulation of intercellular communication of poor-communicating cells by gap-junction-competent cells enhances the HSV-TK/GCV bystander effect in vitro. Int. J. Cancer J..

[34] Mancuso M., Pasquali E., Leonardi S., Rebessi S., Tanori M., Giardullo P., Borra F., Pazzaglia S., Naus C.C., Di Majo V. (2011). Role of connexin43 and ATP in long-range bystander radiation damage and oncogenesis in vivo. Oncogene.

[35] Kandouz M., Batist G. (2010). Gap junctions and connexins as therapeutic targets in cancer. Expert Opin. Ther. Targets.

[36] Sanson M., Marcaud V., Robin E., Valery C., Sturtz F., Zalc B. (2002). Connexin 43-mediated bystander effect in two rat glioma cell models. Cancer Gene Ther..

[37] Naus C.C., Laird D.W. (2010). Implications and challenges of connexin connections to cancer. Nat. Rev. Cancer.

[38] Spray D.C., Hanstein R., Lopez-Quintero S.V., Stout R.F., Jr Suadicani S.O., Thi M.M. (2013). Gap junctions and Bystander Effects: Good Samaritans and executioners. Wiley Interdiscip. Rev. Membr. Transp. Signal..

[39] Grek C.L., Rhett J.M., Bruce J.S., Ghatnekar G.S., Yeh E.S. (2016). Connexin 43, breast cancer tumor suppressor: Missed connections?. Cancer Lett..

[40] Chen Q., Boire A., Jin X., Valiente M., Er E.E., Lopez-Soto A., Jacob L., Patwa R., Shah H., Xu K. (2016). Carcinoma-astrocyte gap junctions promote brain metastasis by cGAMP transfer. Nature.

[41] Rhett J.M., Yeh E.S. (2018). The Potential for Connexin Hemichannels to Drive Breast Cancer Progression through Regulation of the Inflammatory Response. Int. J. Mol. Sci..

[42] Evans W.H., Bultynck G., Leybaert L. (2012). Manipulating connexin communication channels: Use of peptidomimetics and the translational outputs. J. Membr. Biol..

[43] De Vuyst E., Boengler K., Antoons G., Sipido K.R., Schulz R., Leybaert L. (2011). Pharmacological modulation of connexin-formed channels in cardiac pathophysiology. Br. J. Pharmacol..

[44] Hunter A.W., Barker R.J., Zhu C., Gourdie R.G. (2005). Zonula occludens-1 alters connexin43 gap junction size and organization by influencing channel accretion. Mol. Biol. Cell.

[45] Pridham K.J., Shah F., Hutchings K.R., Sheng K.L., Guo S., Liu M., Kanabur P., Lamouille S., Lewis G., Morales M. (2022). Connexin 43 confers chemoresistance through activating PI3K. Oncogenesis.

[46] Sato A., da Fonseca I.I.M., Nagamine M.K., de Toledo G.F., Olio R., Hernandez-Blazquez F.J., Yano T., Yeh E.S., Dagli M.L.Z. (2021). Effects of Alpha-Connexin Carboxyl-Terminal Peptide (aCT1) and Bowman-Birk Protease Inhibitor (BBI) on Canine Oral Mucosal Melanoma (OMM) Cells. Front. Vet. Sci..

[47] Orsburn B.C. (2021). Proteome Discoverer-A Community Enhanced Data Processing Suite for Protein Informatics. Proteomes.

[48] Tanner M., Kapanen A.I., Junttila T., Raheem O., Grenman S., Elo J., Elenius K., Isola J. (2004). Characterization of a novel cell line established from a patient with Herceptin-resistant breast cancer. Mol. Cancer Ther..

[49] Laird D.W., Puranam K.L., Revel J.P. (1991). Turnover and phosphorylation dynamics of connexin43 gap junction protein in cultured cardiac myocytes. Biochem. J..

[50] Crow D.S., Beyer E.C., Paul D.L., Kobe S.S., Lau A.F. (1990). Phosphorylation of connexin43 gap junction protein in uninfected and Rous sarcoma virus-transformed mammalian fibroblasts. Mol. Cell. Biol..

[51] Lampe P.D. (1994). Analyzing phorbol ester effects on gap junctional communication: A dramatic inhibition of assembly. J. Cell Biol..

[52] Musil L.S., Beyer E.C., Goodenough D.A. (1990). Expression of the gap junction protein connexin43 in embryonic chick lens: Molecular cloning, ultrastructural localization, and post-translational phosphorylation. J. Membr. Biol..

[53] Beardslee M.A., Laing J.G., Beyer E.C., Saffitz J.E. (1998). Rapid turnover of connexin43 in the adult rat heart. Circ. Res..

[54] Hertlein B., Butterweck A., Haubrich S., Willecke K., Traub O. (1998). Phosphorylated carboxy terminal serine residues stabilize the mouse gap junction protein connexin45 against degradation. J. Membr. Biol..

[55] Darrow B.J., Laing J.G., Lampe P.D., Saffitz J.E., Beyer E.C. (1995). Expression of multiple connexins in cultured neonatal rat ventricular myocytes. Circ. Res..

[56] Gilleron J., Fiorini C., Carette D., Avondet C., Falk M.M., Segretain D., Pointis G. (2008). Molecular reorganization of Cx43, Zo-1 and Src complexes during the endocytosis of gap junction plaques in response to a non-genomic carcinogen. J. Cell Sci..

[57] Sorgen P.L., Duffy H.S., Sahoo P., Coombs W., Delmar M., Spray D.C. (2004). Structural changes in the carboxyl terminus of the gap junction protein connexin43 indicates signaling between binding domains for c-Src and zonula occludens-1. J. Biol. Chem..

[58] Sorgen P.L., Trease A.J., Spagnol G., Delmar M., Nielsen M.S. (2018). Protein(-)Protein Interactions with Connexin 43: Regulation and Function. Int. J. Mol. Sci..

[59] Giepmans B.N., Moolenaar W.H. (1998). The gap junction protein connexin43 interacts with the second PDZ domain of the zona occludens-1 protein. Curr. Biol. CB.

[60] Giepmans B.N., Hengeveld T., Postma F.R., Moolenaar W.H. (2001). Interaction of c-Src with gap junction protein connexin-43. Role in the regulation of cell-cell communication. J. Biol. Chem..

[61] Schubert A.L., Schubert W., Spray D.C., Lisanti M.P. (2002). Connexin family members target to lipid raft domains and interact with caveolin-1. Biochemistry.

[62] Xu X., Li W.E., Huang G.Y., Meyer R., Chen T., Luo Y., Thomas M.P., Radice G.L., Lo C.W. (2001). Modulation of mouse neural crest cell motility by N-cadherin and connexin 43 gap junctions. J. Cell Biol..

[63] Lamers C. (2022). Overcoming the shortcomings of peptide-based therapeutics. Future Drug Discov..

[64] Wang L., Wang N., Zhang W., Cheng X., Yan Z., Shao G., Wang X., Wang R., Fu C. (2022). Therapeutic peptides: Current applications and future directions. Signal Transduct. Target. Ther..

[65] Hebert C., Stains J.P. (2013). An intact connexin43 is required to enhance signaling and gene expression in osteoblast-like cells. J. Cell. Biochem..

[66] Kotini M., Barriga E.H., Leslie J., Gentzel M., Rauschenberger V., Schambony A., Mayor R. (2018). Gap junction protein Connexin-43 is a direct transcriptional regulator of N-cadherin in vivo. Nat. Commun..

[67] Yuan Z., Cao K., Lin C., Li L., Liu H.Y., Zhao X.Y., Liu L., Deng H.X., Li J., Nie C.L. (2011). The p53 upregulated modulator of apoptosis (PUMA) chemosensitizes intrinsically resistant ovarian cancer cells to cisplatin by lowering the threshold set by Bcl-x(L) and Mcl-1. Mol. Med..

[68] Jiang F., Zhao W., Zhou L., Liu Z., Li W., Yu D. (2014). MiR-222 targeted PUMA to improve sensitization of UM1 cells to cisplatin. Int. J. Mol. Sci..

[69] Haydn J.M., Hufnagel A., Grimm J., Maurus K., Schartl M., Meierjohann S. (2014). The MAPK pathway as an apoptosis enhancer in melanoma. Oncotarget.

[70] Montgomery J., Richardson W.J., Marsh S., Rhett J.M., Bustos F., Degen K., Ghatnekar G.S., Grek C.L., Jourdan L.J., Holmes J.W. (2021). The connexin 43 carboxyl terminal mimetic peptide alphaCT1 prompts differentiation of a collagen scar matrix in humans resembling unwounded skin. FASEB J..

[71] Johnstone S.R., Kroncke B.M., Straub A.C., Best A.K., Dunn C.A., Mitchell L.A., Peskova Y., Nakamoto R.K., Koval M., Lo C.W. (2012). MAPK phosphorylation of connexin 43 promotes binding of cyclin E and smooth muscle cell proliferation. Circ. Res..

[72] Giepmans B.N. (2006). Role of connexin43-interacting proteins at gap junctions. Adv. Cardiol..

[73] Giepmans B.N. (2004). Gap junctions and connexin-interacting proteins. Cardiovasc. Res..

[74] Herve J.C., Derangeon M., Sarrouilhe D., Giepmans B.N., Bourmeyster N. (2012). Gap junctional channels are parts of multiprotein complexes. Biochim. Biophys. Acta.

[75] Laird D.W. (2010). The gap junction proteome and its relationship to disease. Trends Cell Biol..

[76] Zhang A., Hitomi M., Bar-Shain N., Dalimov Z., Ellis L., Velpula K.K., Fraizer G.C., Gourdie R.G., Lathia J.D. (2015). Connexin 43 expression is associated with increased malignancy in prostate cancer cell lines and functions to promote migration. Oncotarget.

[77] Dang X., Doble B.W., Kardami E. (2003). The carboxy-tail of connexin-43 localizes to the nucleus and inhibits cell growth. Mol. Cell. Biochem..

[78] Ghatnekar G.S., Grek C.L., Armstrong D.G., Desai S.C., Gourdie R.G. (2015). The effect of a connexin43-based Peptide on the healing of chronic venous leg ulcers: A multicenter, randomized trial. J. Investig. Dermatol..

[79] Ghatnekar G.S., O’Quinn M.P., Jourdan L.J., Gurjarpadhye A.A., Draughn R.L., Gourdie R.G. (2009). Connexin43 carboxyl-terminal peptides reduce scar progenitor and promote regenerative healing following skin wounding. Regen. Med..

[80] Soder B.L., Propst J.T., Brooks T.M., Goodwin R.L., Friedman H.I., Yost M.J., Gourdie R.G. (2009). The connexin43 carboxyl-terminal peptide ACT1 modulates the biological response to silicone implants. Plast. Reconstr. Surg..

[81] Grek C.L., Prasad G.M., Viswanathan V., Armstrong D.G., Gourdie R.G., Ghatnekar G.S. (2015). Topical administration of a Connexin43-based peptide augments healing of chronic neuropathic diabetic foot ulcers: A multicenter, randomized trial. Wound Repair Regen. Off. Publ. Wound Heal. Soc. Eur. Tissue Repair Soc..

[82] Grek C.L., Montgomery J., Sharma M., Ravi A., Rajkumar J.S., Moyer K.E., Gourdie R.G., Ghatnekar G.S. (2017). A Multicenter Randomized Controlled Trial Evaluating a Cx43-Mimetic Peptide in Cutaneous Scarring. J. Investig. Dermatol..

[83] Obert E., Grek C., Ghatnekar G., Rohrer B. (2022). Evaluation of a connexin-based peptide for the treatment of age-related macular degeneration. Heliyon.

[84] Che J., DePalma T.J., Sivakumar H., Mezache L.S., Tallman M.M., Venere M., Swindle-Reilly K., Veeraraghavan R., Skardal A. (2023). alphaCT1 peptide sensitizes glioma cells to temozolomide in a glioblastoma organoid platform. Biotechnol. Bioeng..

How the deposited data were processed for this re-analysis (not part of the article)

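RNA from JIMT-1 cells treated with PBS (CTL, 3 samples) or 250 µM aCT1 (3 samples) for 24 h was measured on the nCounter Breast Cancer 360 panel. The authors counted barcoded probes, normalized the counts to housekeeping genes in nSolver 4.0 and deposited 758 genes as linear normalized counts, a signal that is never negative, and as log2 values. The deposited log2 values are the log2 of the deposited linear signal. The paper's text does not name a scaling to positive controls or a background subtraction. Each deposited linear value divided by its sample's smallest step came out whole, for 100% of values, which gave the recovered counts. Every sample carried between 1437572 and 1494919 counts, so depth differed little between groups, with a median of 1481260 in CTL and 1454340 in aCT1. Counting alone gives a gene of 1786 counts, such as WDR77, a standard error of 0.028 on the log2 fold change, and INHBA, with a mean of 58.6 normalized counts, one of 0.15.

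The genes tested were the 459 listed in Supplementary File S3. The comparison of aCT1 with CTL used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. edgeR 4.0.16 was used on the recovered counts, with the authors' factors as offsets, as an alternative. Pathway scores used the gene lists of Supplementary File S3 and t from a linear model per gene without moderation. Over-representation used one-sided Fisher's exact tests against the genes tested. Each score was compared with all 10 splits of the 6 samples into 3 and 3. Samples of the 2 groups share the numbers 1 to 3 in their labels, which is where the pairing tried as an alternative comes from.

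The tests were tried on simulated counts for the same 459 genes with 200 genes changed, in 20 simulations. Every simulated gene had the same variance beyond counting, so differences between genes in that variance were not simulated. The shares below depend on that setting and on the 200 changed genes, and need not hold for the real samples. At a log2 change of 0.1, limma gave an unadjusted p under 0.05 for 48.1% and an adjusted p under 0.05 for 0.1% of the changed genes. At this change, limma with a variance trend gave an adjusted p under 0.05 for 39.2% and edgeR for 39.0% of the changed genes. At a log2 change of 0.2, limma gave 84.2% and 75.2%. Of the unchanged genes, 4.34% and 4.92% had an unadjusted p under 0.05.

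The alternatives listed here, apart from the last, the designs of the gene and pathway comparisons and of the p53 target test, and the rule for named genes were set before the data were examined. Supplementary File S3, with the paper's statistics on the same samples, had been seen by then. Other tests of explanations in the closing section were not. The rule names CDH2, BAX and BBC3; GJA1, TJP1, BTF3, CCNE1 and PIK3CB where the table holds them (it holds CCNE1); the 4 largest rises and 4 largest falls among genes with an unadjusted p under 0.05 and no overlap between groups; and the 3 genes with the smallest p in each of Epigenetic Regulation, Apoptosis, Adhesion and Migration, and PI3K. The alternatives were a linear model per gene without moderation, limma with a variance trend, pseudocounts of 1 and 10, median centring, quantile normalization, a mean normalized count of at least 50, the replicate number as a block, each sample left out, edgeR, and all 758 genes. A subtraction of a background from each sample was added after the data had been seen. The proteomic, Western blot, dye transfer, cell death and mammosphere experiments were not analysed here. One further comparison is not reported here.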

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

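Both tests of this part were chosen after the result was seen. A gene outside the 459 that the paper lists was flagged because its aCT1 values lay above the CTL values in data the paper does not report on. CPA3 had 4.97 ± 0.068 normalized counts in CTL (SD, n = 3) and 11.4 ± 1.45 in aCT1 (SD, n = 3), higher in 3 of 3 aCT1 samples, with a log2 fold change of 1.19. Over all genes of the deposited table, limma gave it an adjusted p of 0.0427. Its recovered counts ran from 5 to 13. Among the other 298 genes outside the paper's list, 18.8% had a mean at or below the aCT1 mean of CPA3, which places its level but does not bear on its rise, since genes with few counts are the ones outside the list. The median of the genes outside the list was 16.2 normalized counts in CTL and 16.8 in aCT1. This median moved less than CPA3 did, but with so few counts background was not ruled out for a single gene. With edgeR's quasi-likelihood test on the recovered counts over all 758 genes, its adjusted p was 0.302. Its unadjusted p in that test was 0.00519, and counting alone gives a standard error of 0.448 on its log2 fold change. As the gene was picked from all 758, counting noise at such low counts may still explain the limma result. The rise cannot be told apart from it after adjustment. In limma over the whole table, 18 of the 299 genes had an unadjusted p under 0.05, where 14.95 would be called by chance.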

How the results depend on the processing

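The number of genes with an unadjusted p under 0.05 stayed within 1.5 times its value of 52 under the alternatives over the listed genes, from 47 with the replicate block to 68 with quantile normalization, and from 35 to 58 across the 6 fits that each left out one sample. Fitted over all 758 genes, limma gave 48 genes, but 18 of these are outside the 459 listed genes, and 30 of the 52 genes kept an unadjusted p under 0.05. Of the 52 genes, 20 kept an unadjusted p under 0.05 in all 6 of those fits, and 0 changed direction. The number with an adjusted p under 0.05 was 0 in limma (52 at an unadjusted p under 0.05) and across the fits that left out one sample, and 1 with the variance trend, 1 with edgeR on the recovered counts and 1 over all genes of the table. The gene was SFRP1 in the first and second of these (adjusted p 0.0139 and 0.0112 over the 459 genes) and CPA3 in the third. With edgeR over all 758 genes, the adjusted p of SFRP1 was 0.0798. Both names were read after the values were seen. Over all alternatives the smallest adjusted p ranged from 0.0112 to 0.535, and the cause was not tested.

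CDH2 kept its direction and its unadjusted p under 0.05 under each alternative, with log2 fold changes from -0.15 to -0.11, as did BBC3, from 0.12 to 0.26. BAX kept its direction but was not under the threshold in the limma fit. It passed the threshold at a log2 fold change of 0.071 in the model without moderation, 0.071 with the variance trend, 0.057 with quantile normalization and 0.072 with edgeR. It also passed at 0.071 with backgrounds subtracted in the model without moderation, an alternative chosen after seeing the data. Across the fits that each left out one sample, its log2 fold change ranged from 0.056 to 0.088, and it passed without aCT1 replicate 1, at 0.088. Without moderation the log2 fold change is the same and the standard error falls from 0.031 to 0.022, which brings the p under the threshold. For the other settings the cause was not tested.

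The number of pathways with a score above 0 was 19, fell to 9 with quantile normalization, and ranged from 14 to 22 with one sample left out. The score of Epigenetic Regulation was 1.65 with median centring and 2.67 with quantile normalization, and ranged from 1.91 to 2.76 with one sample left out. That of Apoptosis was 3.99 with quantile normalization and ranged from 1.61 to 2.56 with one sample left out. Adhesion and Migration had a score of -2.90 with median centring, and from -2.39 to 1.17 with one sample left out, with a change of sign without aCT1 replicate 1 (1.17) and without aCT1 replicate 3 (0.327). The PI3K score changed sign with median centring (-2.02), with quantile normalization (-1.32), without CTL replicate 1 (-0.50) and without CTL replicate 3 (-1.54), and ranged from -1.54 to 1.25 with one sample left out. It was also below 0, at -0.451, with a background subtracted from each sample, which was chosen after seeing the data. For the other 19 pathways, 21 of 152 scores under alternatives that kept all samples changed sign, in 12 pathways, and 21 of 114 with one sample left out, in 11 pathways. The number of over-represented pathways was 0 and became 1 without aCT1 replicate 1, so it ranged from 0 to 1 with one sample left out. The pathway was Adhesion and Migration (adjusted Fisher's exact p 0.0124). The mean of the p53 target genes changed sign with quantile normalization (-0.020) and without CTL replicate 3 (-0.0044), and ranged from -0.0044 to 0.036 with one sample left out. The cause of these changes was not tested.

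With the replicate number as a block, the paired fit gave an Apoptosis score of 3.94, and 1 over-represented pathway, Adhesion and Migration (adjusted Fisher's exact p 0.0108). In this balanced design the block cannot change a log2 fold change. The unadjusted limma p with the block was 0.0344 for CDH2, 0.105 for BAX and 0.0189 for BBC3. The deviations of same-numbered samples from their group means had correlations across genes of -0.014, 0.192 and -0.154 for replicates 1, 2 and 3. The mean was 0.0081, and the sign differed between replicates, so same-numbered samples did not consistently deviate together.

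Other scalings moved the share of higher calls. It was 69.2% in limma (36 higher and 16 lower), 55.8% with median centring (29 and 23) and 48.5% with quantile normalization (33 and 35). Among the 16 other named genes, 36 results under the alternatives no longer passed the threshold, for 6 genes, and 2 changed direction, both for AXIN1, at -0.0060 without CTL replicate 1 and -0.0061 without aCT1 replicate 2, with a range from -0.0061 to 0.077 with one sample left out. MMP11 and FGF1 have means under 50 normalized counts, so the filter at 50 gives no value for them. The depth limits genes with few counts, where counting alone gives INHBA a standard error of 0.15 on the log2 scale.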

Differences from the paper's values

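The log2 fold change of INHBA was -0.24, against the paper's -0.409 (standard error 0.106) in Supplementary File S3, and that of FGF1 was -0.21, against the paper's -0.405 (standard error 0.131). None of the alternatives set before the data were examined brought either value within the paper's error. With a background subtracted from each sample, fitted to the paper's own fold changes and chosen after seeing the values, they were -0.41 and -0.41.

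The directed score of PI3K was 0.336, against about -0.4 in Fig. 4B, read by eye. The same formula applied to the paper's statistics in Supplementary File S3 gave -0.440, so the formula alone does not account for the difference. The scores of the fits that each left out one sample had an SD of 1.03. Among the alternatives set before the data were examined, the score had the paper's sign and lay within that SD of the paper's value with quantile normalization (-1.32) and without CTL replicate 1 (-0.50). It had the paper's sign but lay farther away with median centring (-2.02) and without CTL replicate 3 (-1.54), and it was above 0, the opposite sign, with the rest. With the same background subtracted, chosen after seeing the values, the score was -0.451.

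The paper calls BAX significantly higher in aCT1, and its unadjusted p here was 0.0603 in limma. It was under 0.05 in the linear model per gene without moderation, which is the paper's own kind of model (0.0304), with the variance trend (0.0293), with quantile normalization (0.00759), with edgeR (0.0222) and without aCT1 replicate 1 (0.0489). It was also under 0.05 in the model without moderation after the background subtraction chosen after seeing the values (0.0306).

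The paper places 6 pathways below 0, and 4 were below 0 here. The number above 0 was 17 with the replicate block. PI3K was above 0 there, at 1.19, so those 17 are not the paper's 17 pathways. With the background subtraction chosen after seeing the values the number was 17, and PI3K was below 0, at -0.451. The number was also 17 when the same formula was applied to the statistics of Supplementary File S3. Supplementary File S3 as available here lists 51 genes at p under 0.05, and the paper's text gives 52.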

Other observations

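All tests in this part were run before what each would show had been written down, and were chosen or worded after results were seen, apart from the comparison with other splits of the samples and the p53 target list, whose designs were set in advance. Of the 10 splits of the 6 samples, 4 part all 3 same-numbered pairs, the real one included, and the other 6 part fewer. With so few splits, no share can fall under 0.05, so no result compared with other splits below can be told apart from an accident of grouping.

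In 1 of the 4 splits, the real one, as many as 52 genes had an unadjusted p under 0.05, and this was also 1 of all 10. In the linear model per gene without moderation and with edgeR, 2 of the 4 splits gave as many genes as the real one. The other of these splits gave 52 genes against 51 without moderation and 66 against 64 with edgeR. In limma, the other splits gave between 9 and 44 genes, with a median of 17. All 4 gave as many as 0 genes with an adjusted p under 0.05 and all 4 as many as 0 over-represented pathways, which a count of 0 fixes in advance. With edgeR, 2 of all 10 splits gave 1 gene with an adjusted p under 0.05, the real one and a split that parts fewer pairs. For the directed scores, 1 of the 4 splits gave as large an absolute score for Epigenetic Regulation, 1 for Apoptosis and 1 for Adhesion and Migration, and 4 of 4 did for PI3K. For the number of pathways with scores in one direction, it was 1 of 4.

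Among the 52 genes, more rose than fell. After median centring 55.8% of the calls rose, and after quantile normalization 48.5%, but such scalings even out rises and falls by construction, so whether the authors' normalization made the imbalance was not decided. In 3 of the 4 splits the calls were as uneven.

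Log2 fold changes in Supplementary File S3 differ from those of the deposited values, mostly toward lower values and most for genes with few counts. Over the 432 genes that the paper fitted with a log-linear model, the mean absolute difference was 0.011. The paper's value was the lower one in 31 of the 33 genes with a mean under 100 normalized counts, by 0.092 on average over the 33 genes, and in 383 of the other 399. A candidate explanation is a background subtracted before the paper's tests. Backgrounds of one value per sample were fitted on one set of these genes, and in the 216 genes held out the difference fell from 0.013 to 0.00025. Over all 432 genes the fitted backgrounds ran from 15.2 to 18.7 counts, with a mean of 15.7 in CTL and 17.8 in aCT1, and the model without moderation then called 51 genes, all 51 of them among the 51 in Supplementary File S3. A single background for all samples left a difference of 0.011. This is consistent with a background that differs between samples, though the paper's text does not name one.

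Of the 51 genes at p under 0.05 in Supplementary File S3, 52.9% had a standard error below the one counting alone gives, against 19.6% of the other 408 genes. Selecting small p-values also selects small standard errors, so this contrast is not a test. In the model without moderation, the share was 56.9% for the real split and between 59.3% and 88.9% for the other splits, so the share was lowest in the real split. WDR77, named after its values were seen as the smallest p in Supplementary File S3, has a standard error of 0.0138 there, and counting alone gives 0.028.

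A hypothesis set before the deposited values were examined was that other p53 target genes rise along with BAX, BBC3 and MDM2. It came from the rises of these genes in Supplementary File S3, which describes the same samples. BAX, BBC3, MDM2 and SFN were left off the list because Supplementary File S3 already shows them. Over the 7 of 30 listed targets that were tested, the mean log2 fold change was 0.018, with 5 of 7 genes higher, and 7 of the 10 splits gave as large an absolute mean (two-sided exact permutation p = 0.7). At an unadjusted p under 0.05, 0 of the 7 genes passed, and 0 passed after adjustment over the list or over all genes tested. No rise of the listed targets was detectable.

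The Apoptosis score rests on few genes. Without BAX and BBC3, the score of the other genes was 0.896, against 2.11 with them, a drop that is built in because both were singled out for their change.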
